A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

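Genomic DNA from the tails of 10 mice of 1 family was measured by array comparative genomic hybridization (array CGH), in which a test DNA and a reference DNA carry different dyes and compete for the same probes. The family belonged to the non-irradiated control group (0 Gy) and consisted of the sire, the dam and 8 offspring, as the labels state. Every mouse was set against DNA of the same male reference mouse in a dye-swap pair, so that each mouse had 2 arrays, 1 with the mouse in Cy5 and 1 with the mouse in Cy3. The 2 arrays of a mouse were treated as 1 replicate. The labels give no sex for the offspring, and the offspring were not grouped by sex.

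The arrays were those of the second screening of the study, a custom design with probes placed densely around positions that had been positive in a wider first screening. The probes that were positive in the first screening are not marked in the files used here, so the calling rule was applied to every autosomal probe. Per the file headers, the probe positions are those of mouse build mm9 (NCBI37). The annotation at hand was of a later build and was not used, and no coordinate was converted between builds, so regions are given by position and not by gene.

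The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.1.1. The deposited scanner files hold spot intensities on a linear scale. The processed intensities among them are background-subtracted by that software and dye-normalized with 1 linear factor per channel, with no lowess curve applied per the file headers. The deposited log10 ratios are Cy5 over Cy3 of those processed intensities. The deposited series table holds log2 ratios of the same arrays. Set against the scanner files, these log2 values equalled the deposited log10 ratios changed to base 2 and turned to reference over mouse, within rounding, with no centring. The scanner software sets the ratio of a spot to 0 for a few spots that are not well above background in either channel, and there the deposited ratios differ from those computed from the processed intensities.

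The log2 ratio of the processed intensities was computed for each spot and turned to mouse over reference on all 20 arrays. Control spots and spots flagged as outliers or by hand were left out, between 70 and 165 spots per array for the flags. Spots of the same probe were averaged, and each array was centred on the median of its autosomal probes, with no loess or quantile step. A probe was called positive in a mouse where the log2 ratio exceeded 0.5 in size with the same sign in both arrays, and supported where at least 1 other probe within 3 probe positions was positive in the same direction. A region was a run of supported probes of 1 direction with at most 2 other probes and at most 5 kb between neighbours. A region of an offspring was called de novo where no probe of it was positive in the same direction in the sire or the dam, with or without a neighbour. A locus was the union of overlapping regions over the 10 mice. These calls rest on the arrays alone, whereas the study followed its calls with quantitative PCR.

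The number of supported positive probes per mouse was compared between the 8 offspring and the 2 parents with an exact permutation test, two-sided. The number of de novo regions was compared with the numbers obtained when the Cy5 array of an offspring was paired with the Cy3 array of any offspring, over all 40320 pairings, with an exact permutation test, one-sided. The share of offspring carrying a locus found in exactly 1 parent was tested against 0.5 with an exact binomial test per locus and adjusted by Benjamini-Hochberg. Probes differing between offspring and parents were tested with limma 3.58.1 (lmFit and eBayes in R 4.3.3) on the mean of the 2 arrays of each mouse, with Benjamini-Hochberg adjustment over 156911 autosomal probes and a threshold of 0.05. The X-linked probes and the chromosome 1 calls of offspring 7 were described without a test. The regions named in the text were fixed by a rule: up to 10 de novo regions with the most positive probes, the 5 loci with the most probes among those called in exactly 1 parent, the 5 with the most probes among those called in all 10 mice, and the de novo calls of offspring 7 on chromosome 1, where the study lists a small deletion in another build. No other region was chosen by rule, and those chosen after their values were seen are marked as such. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

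The calling and the limma step were tested on simulated data. For the de novo regions, the 156911 autosomal probes were put in random order on all arrays together and 200 losses of 3, 5, 10 or 20 probes with a log2 change of -0.85 were implanted in randomly chosen offspring. All 200 were called as regions, 15 of them were then excluded because a single probe of a parent was positive inside them, and 185 were called de novo. Another 5 regions were called outside the implanted losses. The random order breaks up any run of low neighbouring probes, so these 5 do not measure false regions in the real probe order. Losses shorter than 3 probes were not implanted, although the real de novo regions had a median of 2 positive probes. For limma, values were drawn around the real probe means with the real spread of the offspring over 156911 probes, and 96 of 100 shifts of 1 and 87 of 100 shifts of 0.5 were called, with 8 calls among the other probes.

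Alternatives changed 1 choice at a time. They were thresholds of 0.8 and 0.3, the mean of the 2 arrays passing 0.5, no neighbour, an adjacent neighbour, normexp background correction with an offset of 50, the series table values, no centring, centring on the mode, the removal of 1198 probes that were not well above background on some array, a parent also excluding a region by a mean beyond 0.25, leaving out the sire or the dam, carriers defined by their mean over a locus, slide as a random block and a minimum log2 difference of 0.5. These and the tests above were chosen before the data were examined. The normexp correction used median spot intensities, since no mean was among the columns used. No spot was saturated, so the planned removal of saturated probes left out nothing and is not reported. Another 5 alternatives were chosen after the data were seen: counting positive probes without the largest locus on chromosome 3, removing the dye effect common to all mice, keeping only regions with every mouse beyond 0.5 or within 0.25 of 0, leaving out offspring 7, and scan day as a block.

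The arrays lay on 5 slides of 4 arrays. The parents shared slide 1 and the offspring lay on slides 2 to 5, so slide and generation overlap completely. The slides were scanned on 3 days, and scan day 1 held the parents and offspring 1 and 2.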

Results

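The second array CGH of 1 family of the non-irradiated control group (0 Gy) covered the sire, the dam and 8 offspring on 20 arrays, 2 dye-swapped arrays per mouse. Each array held 161001 non-control spots for 156962 probes, of which 156911 were autosomal, 48 lay on the X chromosome and 3 on the Y chromosome. The median distance between neighbouring autosomal probes was 85 bp. The median background-subtracted signal of an array ranged from 410.4 to 624 in Cy3 and from 616 to 909.7 in Cy5. This was 44.7 to 62.4 times the SD of the negative control spots in Cy3 and 73.3 to 105 times in Cy5. Between 250 and 663 spots per array were not well above background in at least 1 channel. The derivative log ratio spread, a measure of the noise between neighbouring probes, ranged from 0.131 to 0.187 over the arrays, and probes with at least 5 spots had a median SD between spots of 0.07 to 0.08 on the log2 scale. There was 1 DNA sample per mouse, so the SD given with a region mean is that between the 2 dye-swapped arrays.

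The sex-linked probes gave a check of the labels and of the direction of the ratios, because the reference was male. The median log2 ratio of the X-linked probes was 0.90 in the dam and 0.02 in the sire. The dam exceeded the sire by 0.88 on the X chromosome, and by 0.83 and 0.85 in the arrays with the mouse in Cy5 and in Cy3, respectively. On the Y chromosome the median was -2.66 in the dam and -0.06 in the sire. The difference on the X chromosome stayed between 0.87 and 0.89 under the alternatives that change the ratios.

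The first question was whether offspring and parents differed in the number of positive probes. The sire had 123 supported positive probes and the dam 168. The offspring had 101 ± 121 (SD, n = 8), with a range of 0 in offspring 5 to 344 in offspring 7. The offspring mean was lower than the parents' mean of 145.5 (difference -44.4), and the difference was smaller than the SD among the offspring (exact permutation test, two-sided, p = 0.6; the smallest p that the 45 splits allow is 0.0222). Losses made up every supported positive probe except 2 gains in the dam. Without the need for a neighbouring positive probe, the alternative that moved this result most, the difference was -311 (exact permutation test, p = 0.0444). This difference rested mostly on the sire, which had 722 positive loss probes. The dam had 302, offspring 7 had 574, and the offspring mean was 203. A large part of the counts came from 1 locus on chromosome 3, described below, which held 142 of the supported probes of the dam, 133 of offspring 6, 138 of offspring 7 and 137 of offspring 8, the 4 mice with a high X-linked level. With this locus left out, a choice made after the data were seen, the offspring had 50.1 ± 66.7 (SD, n = 8) supported positive probes against 74.5 in the parents (difference -24.4, exact permutation test, two-sided, p = 0.711).

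Scan day 1 was the only day that held both generations. Within it, offspring 1 and 2 had a mean of 12.5 supported positive probes, against 145.5 for the parents, and 2 against 2 mice cannot give an exact permutation p under 0.333. The 4 offspring of scan day 2 had a mean of 71.25, and the 2 offspring of scan day 3 had a mean of 249.5. The days differ in the mice that carry the locus on chromosome 3, and with it left out the means were 12.5 for the offspring and 74.5 for the parents of scan day 1, 38 for scan day 2 and 112 for scan day 3. Slide and generation could not be told apart, since the parents had a slide of their own.

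**Figure D1:**
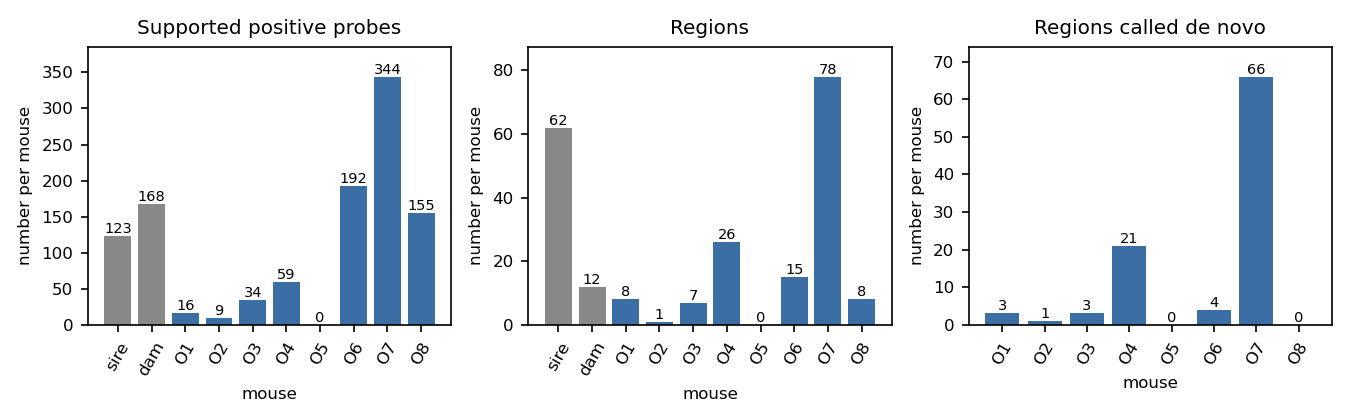
Number of supported positive probes (left), regions (middle) and regions called de novo (right, offspring only) in each mouse, with parents in grey and offspring 1 to 8 (O1 to O8) in blue. Bars are single mice without replicates; offspring 7 had the most in each panel, with 344 probes, 78 regions and 66 de novo regions.

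The supported probes formed 62 regions in the sire, 12 in the dam and 17.9 ± 25.7 (SD, n = 8) in the offspring. The family analysis then asked which regions of the offspring had no positive probe in either parent. By the rule, 98 regions were called de novo, all of them losses, in 6 of the 8 offspring. Offspring 7 had 66 and offspring 4 had 21, which together made 87 of the 98. Offspring 1 had 3, offspring 2 had 1, offspring 3 had 3 and offspring 6 had 4, whereas offspring 5 and 8 had none. The regions were short, with a median of 2 positive probes and a median length of 203 bp, and 82 of them had at most 3 positive probes. Only 3 had 10 or more, and the longest spanned 2276 bp. The rule did not keep out every region that was low in a parent. In 5 of the 98 a parent had a mean below -0.25 on the log2 scale, and 93 regions in 5 offspring remained without them. These include the 2 regions on chromosome 15 named below. The other 3 were described after their values were seen. A region of offspring 4 on chromosome 13 from 101056182 to 101057007 (mm9) lay at -0.65 in that mouse and at -0.65 in the dam. A region of offspring 1 on chromosome 5 from 89816488 to 89816545 (mm9) lay at -0.62, with the sire at -0.52 and the dam at -0.45. The region of offspring 7 on chromosome 13 from 101064626 to 101064685 (mm9) was 1 probe at -0.61, with the dam at -0.30. Both calls on chromosome 13 lie in a stretch that was low in the dam, described below.

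The pairing of arrays tested whether these calls exceeded what noise of single arrays would give. It does not separate new losses from inherited ones that were missed in a parent, since both lie in the 2 arrays of a mouse. The matched pairs gave 98 regions, and the 14833 pairings in which no array kept its partner gave 30.7 ± 20.1 (SD over pairings). Of all 40320 pairings, 34 gave at least 98 (exact permutation test, one-sided, p = 0.000843). The Cy5 array of offspring 4 paired with the Cy3 array of offspring 7 still gave 58 regions. No de novo region was confined to a single mouse in the sense that all 9 other mice lay above -0.25 on the log2 scale, since each of the 98 had at least 1 other mouse with a mean below -0.25. Without offspring 7 the number was 32 (exact permutation test, one-sided, p = 0.000992). The number moved most where no neighbour was needed, to 626 (exact permutation test, p = 0.0028), and it was 15 under normexp background correction (exact permutation test, p = 0.000595).

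The 10 de novo regions with the most positive probes lay in 2 places. Of these, 8 were on chromosome 18 between 30903115 and 30909323 (mm9), where the loss was divided into separate calls in each mouse by probes that did not pass the threshold. Over the 42 probes of this stretch the mean log2 ratio was -0.73 ± 0.02 in offspring 3, -0.67 ± 0.05 in offspring 6 and -0.73 ± 0.02 in offspring 7 (SD of 2 arrays). It was -0.01 ± 0.07 in the sire and -0.08 ± 0.09 in the dam, and it ranged from -0.06 to 0.01 in the other offspring. The remaining 2 were on chromosome 15 between 6323266 and 6324597 (mm9). Over the 13 probes of this stretch the mean was -0.70 ± 0.05 in offspring 2 and -0.80 ± 0.11 in offspring 6. The sire lay at -0.26 ± 0.05, short of the threshold, the dam at 0.05 ± 0.02, and the other offspring between -0.04 and 0.03. In both places the means of the offspring with the call were separated from those of all other mice by more than the SD between their arrays.

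**Figure D2:**
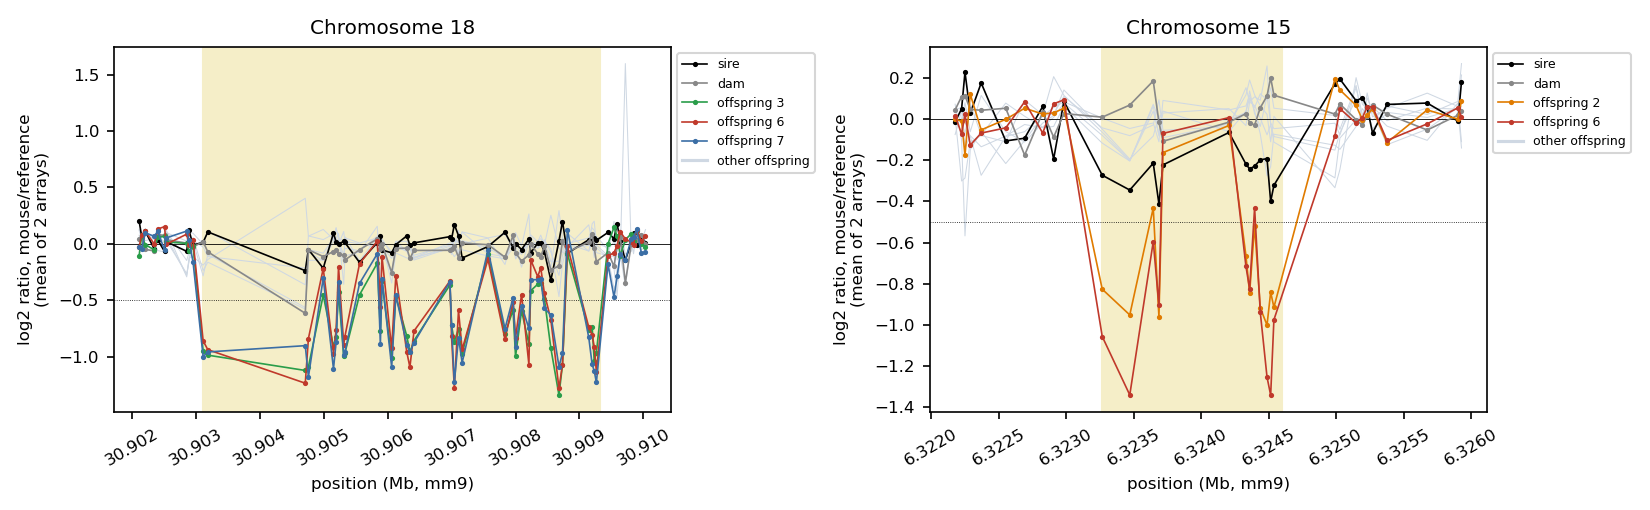
Log2 ratio of mouse to reference (mean of 2 arrays) against position in Mb (mm9) on chromosome 18 (left) and chromosome 15 (right), each point a probe, with the called stretch shaded and up to 10 probes on each side. Offspring 3, 6 and 7 lay at a mean of -0.73, -0.67 and -0.73 over the stretch of chromosome 18, and offspring 2 and 6 at -0.70 and -0.80 over that of chromosome 15, where the sire lay at -0.26; the dotted line marks -0.5.

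For offspring 7 the study lists a small deletion on chromosome 1 in another build, after quantitative PCR, and the de novo calls of this mouse on chromosome 1 were therefore examined. There were 2, of 2 probes each, and no coordinate was converted between builds. The call at 7313375 to 7313528 (mm9) had the same number of probes as the listed deletion and nearly the same length. Its ends also lay close to the listed ones, whereas the other call lay far away on the chromosome. The call at 7313375 is therefore the likely counterpart of the listed deletion. The call at 7313375 to 7313528 (mm9), of 154 bp, had a mean log2 ratio of -0.67 ± 0.02 in offspring 7. The sire lay at 0.26 and the dam at 0.24, while offspring 4 lay at -0.49, offspring 8 at -0.37, offspring 5 at -0.36 and offspring 1 at -0.29. The call at 146188721 to 146188806 (mm9), of 86 bp, had a mean of -0.69 ± 0.13 in offspring 7, with offspring 4 at -0.57, offspring 1 at -0.49 and offspring 5 at -0.39. Neither was called at a threshold of 0.8 or under normexp background correction. No p-value is given, because 1 mouse against 9 cannot give a one-sided p under 0.1.

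**Figure D3:**
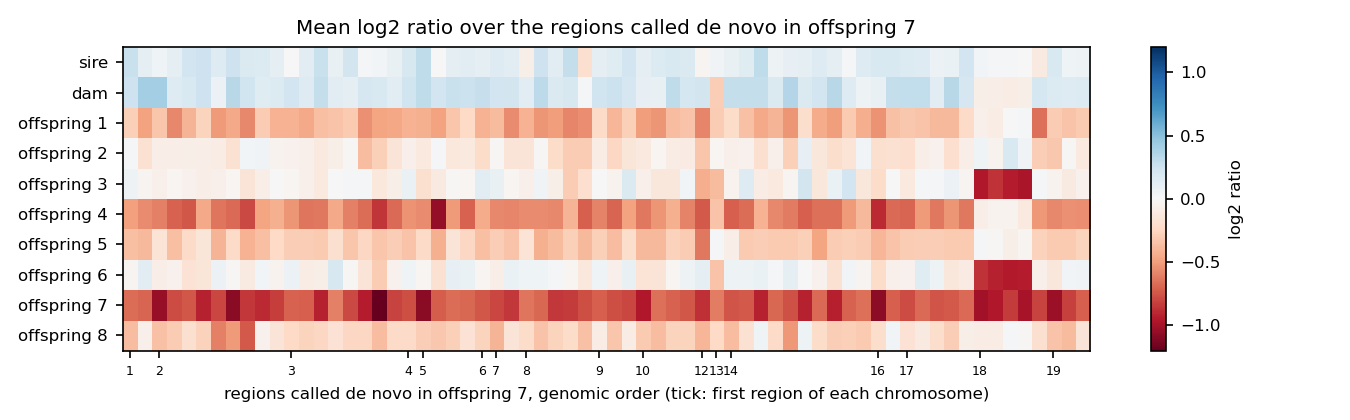
Mean log2 ratio of each mouse (rows) over the 66 regions called de novo in offspring 7 (columns, in genomic order, ticks at the first region of each chromosome); red is a loss and blue a gain against the reference. Averaged over the 66 regions, offspring 7 lay at -0.81, offspring 4 at -0.57, offspring 1 at -0.39 and both parents above 0, at 0.12 in the sire and 0.19 in the dam.

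The regions of the 10 mice merged into 157 loci, of which 123 were called in 1 mouse, none in all 10 mice and none in both parents. For the 74 loci called in exactly 1 parent, the question was how many offspring carried them, since a variant on 1 of 2 chromosomes passes to an offspring with a chance of 0.5. The mean share of carriers was 6.08% ± 13.4 (SD over loci). For 59 loci no offspring was a carrier, and these 59 lay below 0.5 after adjustment (exact binomial test, two-sided, adjusted p = 0.0098). The 62 loci called in the sire had a share of 1.01%, and 57 of them had no carrier. The 12 loci called in the dam had a share of 32.3%, and 2 of them had no carrier. The share ranged from 4.00% to 16.25% over the alternatives, highest at a threshold of 0.8, which left 10 loci. Loci can be linked and are not independent.

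The locus with the most probes was a loss of 149 probes on chromosome 3 between 25416378 and 25456288 (mm9), with a mean of -1.82 ± 0.03 in the dam, -1.70 ± 0.04 in offspring 6, -1.81 ± 0.05 in offspring 7 and -1.81 ± 0.05 in offspring 8. The other 6 mice lay between -0.07 and 0.01. A locus of 6 probes on chromosome 2 between 111694136 and 111694677 (mm9) was called in the same 4 mice, at -0.99 in the dam. The other 3 named loci were called in the sire, at -0.45 ± 0.21 over 6 probes on chromosome 13 from 77881317 to 77882057, at -0.52 ± 0.16 over 4 probes on chromosome 6 from 25696261 to 25697421, and at -0.48 ± 0.10 over 4 probes on chromosome 18 from 54141038 to 54141456. On chromosome 13 offspring 1 was a carrier, at -0.27 over the locus, and the other 2 had no carrier. The dam lay at -0.30 over the chromosome 13 locus without a call. Over the probes called in the sire the dam lay at -0.59 and offspring 1 at -0.57. That locus was thus low in both parents, and the call in offspring 1 does not show transmission from the sire. A further locus, chosen after its values were seen, had the most carriers among the loci of exactly 1 parent. It spanned 3 probes on chromosome 13 from 101054316 to 101054501 (mm9), at -0.62 in the dam, and it was called in offspring 1, 3, 4 and 7 at -0.73, -0.69, -0.74 and -0.59. Offspring 6 lay at -0.56 without a call, and the sire lay at -0.01. The locus had 4 carriers among 8 offspring, but it was chosen for its number of carriers, so a test against 0.5 cannot decide how it was inherited. Neighbouring loci, also chosen after their values were seen, bear on this. From 101065596 to 101065959 (mm9) the dam lay at -0.70 and offspring 1, 3, 4, 6 and 7 between -0.83 and -0.70. The sire lay at -0.12 and the other offspring between -0.10 and 0.05. From 101057940 to 101058232 (mm9) the same mice were low, with the dam at -0.73. A loss passed on by the dam to these offspring would give this pattern.

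**Figure D4:**
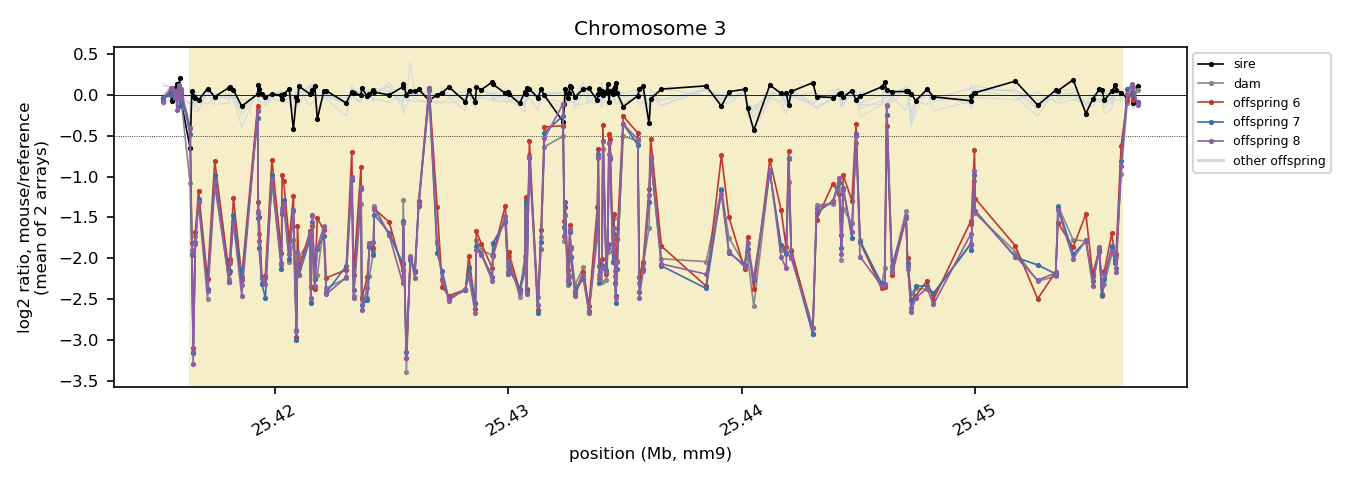
Log2 ratio of mouse to reference (mean of 2 arrays) against position in Mb (mm9) at the locus of 149 probes on chromosome 3, each point a probe and the locus shaded. The dam and offspring 6, 7 and 8 lay between -1.82 and -1.70 on average and the other mice between -0.07 and 0.01; the dotted line marks -0.5.

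Offspring and parents were also compared probe by probe. With limma, 0 of 156911 autosomal probes differed at an adjusted p under 0.05, and the smallest adjusted p was 0.0616. At an unadjusted p under 0.05 there were 18662 probes, against 7846 that chance gives. This excess rested on the sire, since there were 6652 such probes without the sire and 17246 without the dam. With scan day as a block the unadjusted number was 6802 and the smallest adjusted p was 0.693. With slide as a random block it was 15843, and the smallest adjusted p was 0.0937. No probe passed under the 9 alternatives that change the fit or the values, where the smallest adjusted p ranged from 0.0529 to 0.693.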

Values the study reported

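The study counted a probe as positive in its second array CGH where the log2 ratio went beyond 0.5 in size, with support from a neighbour within 3 probes. In the non-irradiated control group, it reported that 11 of 156 F1 mice (7.1%) carried de novo deletions, after quantitative PCR. It listed 11 deletions in that group. Deletions with more than 1 positive probe in the first array CGH were found in 8 of the 156 mice (5.1%). For offspring 7 it listed 1 deletion on chromosome 1, of 153 bp and with 2 positive probes in the second array CGH. In 5 mice of the whole study it found between 9 and 108 small de novo candidates each and listed these mice separately. Offspring 7 was not among these 5 mice. The study also reported that some small candidates, with only 1 positive probe in the first array CGH, did not pass quantitative PCR.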

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

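The tests of dim probes and of centring were set before their results were seen, and all other tests in this part were chosen after the results they bear on had been seen.

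Offspring 7 stood apart from the other offspring. It had 78 regions against 26 in the next mouse, 66 de novo regions against 21, and 181 probes in de novo regions against 49, and in each case the gap to the next offspring exceeded Dixon's 95% critical value for 8 samples. Over 9 measures tested in the offspring 3 were singled out in this way, chance singles out about 1 in 20 groups, and the 3 measures overlap because all count the same calls. The noise between neighbouring probes and the spread of the probe means did not single out offspring 7 by this rule, although it was the highest offspring on both. Its mean derivative log ratio spread was 0.165 against 0.160 in the next offspring. Its SD of probe means was 0.131 against 0.127.

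Several explanations were weighed for the many de novo regions of offspring 7 and offspring 4. Random noise of single arrays is argued against, since pairing an array of offspring 7 with an array of another offspring gave a mean of 12.6 regions in place of 66, although the Cy3 array of offspring 7 with the Cy5 array of offspring 4 gave 58. Chance neighbours among single positive probes are argued against as well, since random placement of the 354 loss probes of offspring 7 that were positive in neither parent gave a mean of 2.53 regions and at most 8, against 66 observed. The slide of offspring 7 as the source is argued against, because offspring 8, which shared it, lay 0.32 higher on the log2 scale over these regions than offspring 4, which lay on another slide. An effect of the parents' slide was not tested and cannot be, since no offspring lay on it. Both parents lay above 0 over these regions, at 0.12 in the sire and 0.19 in the dam, and a de novo call depends on their level. Deletions carried by offspring 7 alone are argued against too, because in 0 of the 66 regions did all 9 other mice lie within 0.25 of 0. A signal loss of graded size at the same probes in several DNA samples remains open and had the values it needs. Of the 66 regions 93.9% lay below -0.25 in offspring 4, against 1.18% of random windows of the same length. The probes were also dim. In the lowest 10% of reference signals lay 66.3% of them, with a median percentile of 5.20. Under normexp background correction 4 of the 66 regions kept a call, but its offset shrinks any loss at dim probes, true or not, so the treatment of background and a true loss cannot be told apart by this. When probes not well above background were left out, 47 of the 66 remained. Together these values are consistent with a difference in DNA sample or hybridization that is seen at weakly hybridizing probes, as a hypothesis. The 4 regions of offspring 7 within the stretch of chromosome 18 described above are part of the 66. So is the call on chromosome 1 from 7313375 to 7313528 (mm9), the likely counterpart of the deletion that the study lists after quantitative PCR. That region lay below -0.25 in other offspring as well and kept no call under normexp. Neither the hypothesis nor the argument against deletions can therefore be extended to every one of the 66. No group in the labels separates offspring 7 and 4 from the other offspring, and no biological explanation beyond deletions was tested.

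In 3 offspring the X-linked probes, which the comparisons above use only for the parents, gave a signal that the sire did not show. The X-linked median was 0.80 in offspring 6, 0.86 in offspring 7 and 0.85 in offspring 8, near the 0.90 of the dam, and between -0.03 and 0.01 in offspring 1 to 5. The Y-linked median was -1.73, -2.39 and -2.43 in offspring 6, 7 and 8 and between -0.10 and -0.02 in offspring 1 to 5. Centring of the arrays is argued against, since without it the lowest X-linked median of the 3 was 0.81. Presence of 2 X chromosomes and absence of a Y chromosome is a candidate explanation, and the X-linked and Y-linked levels went together in 8 of 8 offspring. The labels state no sex for the offspring. The study lists offspring 7 as female, and for offspring 6 and 8 this remains a reading of the arrays.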

How the results depend on the processing

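The alternatives of scan day, of counts without the chromosome 3 locus, of the common dye effect, of leaving out offspring 7 and of keeping only regions with every mouse beyond 0.5 or within 0.25 of 0 were chosen after the data were seen, and the others before.

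The difference in supported positive probes between offspring and parents was negative under all 14 alternatives, -24.4 with the locus on chromosome 3 left out. It passed the threshold only where no neighbour was needed, with a difference of -311 that rested mostly on the losses of the sire. Why the sire had more was not tested. Leaving out 1 parent gave -66.9 to -21.9, with 9 mice and a smallest possible exact permutation p of 0.111, which says nothing about stability.

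The number of de novo regions depended on the calling rule, from 10 to 626, while the matched pairs of arrays exceeded the mismatched pairs at an exact permutation p under the threshold in all 16 alternatives (highest p = 0.0327). Starting from 98 regions, there were 16 at a threshold of 0.8, 375 at 0.3, 278 where the mean of the 2 arrays had to pass, 626 with no neighbour needed, and 15 under normexp. With the common dye effect subtracted there were 168. The cause of these changes was not tested, and each rule applies to the parents as well as to the offspring. With every mouse beyond 0.5 or within 0.25 of 0 there were 10 regions, 4 of them in offspring 7 and none in offspring 4. All 10 were pieces of the loss on chromosome 18 described above, in the 3 offspring with that loss. They are therefore not 10 separate losses. The excess of matched pairs in this alternative (exact permutation test, p = 0.0179) rests on that stretch alone. Leaving out a mouse gave 32 to 138, the lowest without offspring 7 and the highest without the dam. The other alternatives stayed between 75 and 97. Of the 10 named de novo regions, 10 kept a de novo call under normexp, at a threshold of 0.8 and with the common dye effect subtracted, whereas 8 did at a threshold of 0.3, with a parent's mean beyond 0.25 excluding a region, and with every mouse beyond 0.5 or within 0.25 of 0, and 4 did where the mean of the 2 arrays had to pass, and the cause was not tested.

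The number of de novo calls of offspring 7 on chromosome 1 was 2 and went to 0 at a threshold of 0.8, under normexp and with every mouse beyond 0.5 or within 0.25 of 0, to 1 with an adjacent neighbour, to 11 at a threshold of 0.3, to 9 where the mean had to pass and to 12 with no neighbour needed. Leaving out a parent gave 2 to 3. The cause was not tested.

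The mean share of carriers at loci of 1 parent was 6.08%. It was 16.25% at a threshold of 0.8, on 10 loci, and 14.4% where a carrier was defined by its mean over the locus, and both moved by more than the SD over the 8 offspring of 4.45%. Under the other 10 alternatives it lay between 4.00% and 7.25%. The number of loci below 0.5 after adjustment was 59. It was 5 at a threshold of 0.8, 234 at 0.3, 118 where the mean of the 2 arrays had to pass, 571 with no neighbour needed and 39 under normexp, where the number of loci tested differed too. With carriers defined by their mean it was 29 of the same 74 loci, so that the count depends on the definition of a carrier. The cause was not tested further.

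With limma no probe differed between offspring and parents under the 9 alternatives that change the fit or the values (6652 to 18790 probes at an unadjusted p under 0.05, smallest adjusted p 0.0529 to 0.693), including those without a parent, where the lone parent is assumed to vary like the offspring. The minimum difference of 0.5 could not add calls to a count of 0. The X-linked difference between dam and sire kept its direction under 4 alternatives, and subtracting the common dye effect cannot change it, since the effect cancels in the mean of the 2 arrays. The means of the 17 named regions kept their sign under every alternative of the values, and 9 of 85 such values moved beyond the SD of the 2 arrays, all of them under normexp and toward 0. No paired analysis was possible because the groups compared share no replicate number that pairs a parent with an offspring. The median signal of an array was at least 44.7 times the SD of its negative control spots. Weak signal limits part of the calls, since 75 of the 98 de novo regions kept a de novo call when the 1198 probes that were not well above background on some array were left out. The planned removal of saturated probes changed nothing, because no spot was saturated.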

Other observations

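The test of random noise on chromosomes 15 and 18 and the tests of dim probes and of graded loss at the sire's loci were set before their results were seen, and the other tests in this part were chosen afterwards.

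The losses on chromosomes 15 and 18 occurred in several offspring and were called in neither parent. Random noise is argued against, since 0 random windows of the same number of probes reached a mean beyond -0.5 in the same offspring. A parent with 1 duplicated and 1 deleted copy would itself lie at 0, but offspring that received the duplicated copy would then lie near a gain, and the highest mean among offspring without the call was 0.034. On chromosome 15 the sire lay -0.31 from its flanks of 10 probes on each side, lower than all of 9976 random windows in the sire, whereas the lowest offspring without the call lay at -0.01. The deviation was present in both arrays of the sire, at -0.29 and -0.22, and was 0.34 of the mean loss of the 2 offspring with the call. A loss in part of the cells of the sire is a candidate explanation, and the same stretch was lost in offspring 2 and 6. On chromosome 18 the dam lay -0.063 from its flanks, lower than in all but 1.81% of random windows, but offspring 4, without the call, lay at -0.13. A loss in part of the cells of the dam and no loss in the dam cannot be told apart at this size. A parent sample from another family was not excluded either. At least 1 offspring carried 15 loci of exactly 1 parent, but 7 of them follow the sex-linked probes (below), 5 are loci of the sire with 1 carrier each, and the other 3 lie in 1 stretch of chromosome 13 of the dam, so this count does not decide. A change limited to the germ line of a parent was not testable with tail DNA.

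The loss on chromosome 3 reached -1.70 or lower in the dam and in offspring 6, 7 and 8. Loss of 1 of 2 autosomal copies would not go below -1.0 on the log2 scale, and the highest of the 4 means, -1.70, lay below that by more than the SD between arrays. Loss of both copies in the dam would leave every offspring with a deleted copy, and the lowest mean among offspring 1 to 5 was -0.066. The mice with the loss were those with Y-linked probes far below 0, in 10 of 10 mice. Extra copies of this sequence on the Y chromosome of the male reference and of male mice are a candidate explanation, since female DNA would then show an apparent loss. In total 7 loci were called in exactly these 4 mice. A locus of 2 probes on chromosome 8 from 102201827 to 102201890 (mm9) ran the other way, at 0.69 in the dam and 0.51, 0.44 and 0.44 in offspring 6, 7 and 8, with the other mice between -0.18 and 0.04. Of the 12 loci called in the dam, those 7 and this one thus follow the sex-linked probes, which bears on the carrier share of the dam's loci given above.

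The 62 loci called in the sire behaved differently from inherited variants. Deletions of the sire on 1 of 2 chromosomes are argued against under the threshold definition of a carrier, because 1.01% of offspring carried these loci. With carriers defined by their mean, the share over the 74 loci of either parent was 14.4%. A share under that definition is not given for the sire's loci alone. Of the loci 95.2% lay below -0.25 in at least 1 other mouse, against 4.999% of random windows, and the mean over them was -0.80 in the sire, -0.32 in the dam and -0.34 in offspring 1, but 0.15 and 0.18 in offspring 7 and 8. A graded signal loss at the same probes in several DNA samples may account for these calls, as for those of offspring 7. Dim probes remain open as a cause, since 39.4% of the probes lay in the lowest 10% of reference signals, more than chance gives and less than 50%. The tissue of the sire and the offspring was taken at natural death and that of the dam after weaning, as the methods of the study state, and a role of tissue age was not tested.

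The 2 arrays of a mouse deviated in opposite directions across probes once both were turned to mouse over reference, with a correlation across probes from -0.64 in offspring 2 to -0.23 in the sire. Probes are not independent replicates. A dye effect of the probe common to all mice is a likely source, because the dye difference per probe correlated with a mean r of 0.79 over 45 pairs of mice. It exceeded 0.5 on the log2 scale for 591 probes.

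The share of offspring with a region called de novo here was 75.0%, and 3 to 8 of the 8 offspring had one over the alternatives. That is higher than the value quoted from the study above, which is another measure in that it rests on a first screening and on quantitative PCR.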
